# Global Transcriptomic Analysis of the Response of *Corynebacterium glutamicum* to Vanillin

**DOI:** 10.1371/journal.pone.0164955

**Published:** 2016-10-19

**Authors:** Can Chen, Junfeng Pan, Xiaobing Yang, Chenghao Guo, Wei Ding, Meiru Si, Yi Zhang, Xihui Shen, Yao Wang

## Abstract

Lignocellulosic biomass is an abundant and renewable resource for biofuels and bio-based chemicals. Vanillin is one of the major phenolic inhibitors in biomass production using lignocellulose. To assess the response of *Corynebacterium glutamicum* to vanillin stress, we performed a global transcriptional response analysis. The transcriptional data showed that the vanillin stress not only affected the genes involved in degradation of vanillin, but also differentially regulated several genes related to the stress response, ribosome/translation, protein secretion, and the cell envelope. Moreover, deletion of the *sigH* or *msrA* gene in *C*. *glutamicum* resulted in a decrease in cell viability under vanillin stress. These insights will promote further engineering of model industrial strains, with enhanced tolerance or degradation ability to vanillin to enable suitable production of biofuels and bio-based chemicals from lignocellulosic biomass.

## Introduction

As a kind of new and renewable energy resources, biomass energy has rich reserves in the world [1]. The utilization of biomass energy provides a new option to cope with energy crisis that people faced to in the near future [2]. As important biomass energy resources, lignocellulose materials are potential sources for biofuels and other bio-based chemicals production [1–5]. At present, before these materials being applied into industrial production in a large scale, a series of problems need to be solved. One of those problems is that certain by-products (such as furan derivatives, weak acids, and phenolic compounds) showed up after the pretreatment of lignocellulose, which inhibit growth and fermentation of the industrial strains [6]. Vanillin is considered as one of the major inhibitors of phenolic compounds from pretreatment of lignocellulose, because it inhibits fermentation of microorganisms at very low concentrations [7]. So the studies on the tolerance and degradation to vanillin for robust strains become very important.

As a Gram-positive bacterium with high G+C content, *Corynebacterium glutamicum* is traditionally well known as a workhorse for the industrial production of various amino acids, and recent studies also explored it as production platforms for various chemicals, materials and fuels, such as the bio-based butanol and ethanol, the diamines cadaverine and putrescine, the sugar alcohol xylitol, gamma-amino butyric acid, polyhydroxybutyrate, pyruvate, lactate, 2-ketoisovalerate, 2-ketoglutarate and succinate [8, 9]. *C*. *glutamicum* is able to utilize a large number of lignocellulosic materials derived aromatic compounds (such as vanillin, ferulic acid, phenol, benzoate, 4-hydroxybenzoate, 4-cresol, resorcinol, benzyl alcohol, 2,4-dihydroxybenzoate, 3,5-dihydroxytoluene, etc.) for growth [10–17]. The extraordinary capability of *C*. *glutamicum* in assimilation of aromatic compounds as an alternative source to sugars makes it a unique advantage in utilizing lignocellulosic hydrolysates as sustainable resources in industrial fermentation [16].

Studies on the capability of microbe to detoxify and assimilate the vanillin as the carbon and energy resource had been taken in recent years [18, 19]. Genes involved in degradation of vanillin have been identified in *C*. *glutamicum*: *vdh* [16], *vanABK* [11] and *pcaHGBC* [13] gene clusters. However, although the inhibition of vanillin to several kinds of microorganisms (including yeast species, *Aspergillus* species, *Escherichia coli*, *Lactobacillus plantarum*, and *Listeria innocua*) [20, 21] has been evaluated, the adaption and tolerance to vanillin in *C*. *glutamicum* have not been investigated. Therefore, in this study, microarray analysis of the response of *C*. *glutamicum* to vanillin was conducted. Our work provides new insights into cellular response to vanillin stress that could be used to explore *C*. *glutamicum* as an efficient industry strain to convert sustainable lignocellulose to biofuels and bio-based chemicals in the future.

## Materials and Methods

### Bacterial strains and culture conditions

Bacterial strains and plasmids used in this study are listed in S1 Table. *E*. *coli* were grown aerobically on a rotary shaker (220 rpm) at 37°C in Luria-Bertani (LB) broth or on LB plates with 1.5% (wt/vol) agar. *C*. *glutamicum* strains were routinely grown in LB medium or in mineral salts medium supplemented with 0.05 g l^-1^ of yeast extract to meet the requirement of vitamins for the strains on a rotary shaker at 30°C [10]. Plasmid pXMJ19 was transformed into *C*. *glutamicum* RES167 wild type (WT), a restriction-deficient strain derived from *C*. *glutamicum* strain ATCC 13032, by electroporation for construction of WT(pXMJ19). For electroporation of *C*. *glutamicum*, brain heart broth with 0.5 M sorbitol (BHIS) medium was used. Cell growth was monitored by measuring absorbance at 600 nm (*A*_*600*_). Antibiotics were added at the following concentrations when needed: kanamycin, 50 μg ml^-1^ for *E*. *coli* and 25 μg ml^-1^ for *C*. *glutamicum*; nalidixic acid, 40 μg ml^-1^ for *C*. *glutamicum*; chloramphenicol, 20 μg ml^-1^ for *E*. *coli* and 10 μg ml^-1^ for *C*. *glutamicum* [22].

### Sensitivity Assays to vanillin

To test the susceptibility of *C*. *glutamicum* strains to vanillin, overnight cell cultures were diluted 100-fold with fresh LB medium and exposed to 90 mM vanillin for 40 min at 30°C with shaking. The cultures were serially diluted and plated onto LB agar plates and then the survival percentage was calculated as [(CFU ml^-1^ with stress)/(CFU ml^-1^ without stress)]×100 [23, 24]. All assays were performed in triplicate.

### Measurement of intracellular reactive oxygen species (ROS) levels

Intracellular ROS levels were measured using the fluorogenic probe 2’,7’-dichlorofluorescein diacetate (DCFH-DA) as described [25, 26], with the following modifications. Cells grown aerobically (OD_600_ = 1.6) were collected, washed and resuspended in PBS (pH 7.4) prior to preincubation with 2 μM DCFH-DA at 28°C for 20 min. Vanillin at indicated concentrations were added to these mixtures and incubated for another 40 min. After that, cells were washed two times with PBS, centrifuged, and resuspended in PBS. The fluorescence intensity was measured using a spectro-max spectrofluorimeter (excitation, 495 nm; emission, 521 nm).

### Validation of Microarray data by quantative real-time PCR (qRT-PCR)

The expression levels of 12 representative genes were examined by qRT-PCR to validate the microarry data. The primers for qRT-PCR were designed using Primer 5 (S2 Table). The cDNA synthesis was conducted using PrimeScript RT reagent Kit with gDNA Eraser (TaKaRa, Japan). qRT-PCR was conducted on BioRad CFX96 Real-Time System using SYBR Premix Ex Taq (TaKaRa). For each gene/sample combination, three replicate reactions were carried out. In addition, the 16 S rDNA gene was chosen as a reference gene. The qRT-PCR results were processed by “Bio-Rad CFX Manager 3.1” and gene expression ratios from the qRT-PCR were log_2_ transformed.

### Microarray experiments

The *C*. *glutamicum* DNA microarrays were custom-designed using the Agilent eArray 5.0 program according to the manufacturer’s recommendations (Agilent Technologies, Santa Clara, CA, US). The chip specification was 8×15K (design ID: 045822). Samples were collected during the mid-logarithmic growth phase in minimal medium with added glucose (control sample 100 mM) or vanillin as the sole carbon source (3 mM), respectively. Total RNA was extracted using TRIzol Reagent (Life Technologies, Carlsbad, CA, USA). Total RNA was amplified and labeled using the Low Input Quick Amp Labeling Kit, Two-Color (Agilent Technologies). Labeled cRNAs were purified using an RNeasy mini kit (Qiagen, GmBH, Germany). Each slide was hybridized with 300 ng Cy3/Cy5-labeled cRNA using the Gene Expression Hybridization Kit (Agilent Technologies) in a hybridization oven (Agilent Technologies). After 17 h of hybridization, slides were washed in staining dishes (Thermo Shandon, Waltham, MA, US) with a Gene Expression Wash Buffer Kit (Agilent Technologies). Slides were scanned using an Agilent Microarray Scanner (Agilent Technologies) with the default settings: dye channel, red & green; scan resolution, 5 μm; 16-bit. Data were extracted using the Feature Extraction software version 10.7 (Agilent Technologies). Raw data were normalized using Lowess (locally weighted scatter plot smoothing) algorithm in the Gene Spring Software version 11.0 (Agilent Technologies). Experiments were repeated four biological replicates in each condition. Differentially expressed genes were selected with p<0.01 by T-test methods. The fold changes of differentially expressed genes were log_2_ transformed. The microarray data has been deposited in NCBI Gene Expression Omnibus (GEO) database (accession number: GSE85949).

## Results and Discussions

### Overview of microarray analysis

Gene expression patterns were assessed in the presence of vanillin and glucose as the sole carbon sources. To identify differentially expressed genes, bacteria in the mid-logarithmic growth phase were harvested for RNA extraction (S1 Fig) and further microarray experiment (hybridizations). 

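RNA of vanillin-grown and glucose-grown cells was hybridized together on 4 arrays, each array carrying RNA from 1 culture with 3 mM vanillin and 1 culture with 100 mM glucose. The sample labels place vanillin in the Cy3 (green) channel and glucose in the Cy5 (red) channel on every array, and the paper names both dyes without saying which condition each marked. No array had the dyes exchanged, so an effect of the dye on a single probe stays in every ratio below. Each array held 3797 different probes of 60 bases, of which 1141 were spotted 11 times and 2656 once. The vanillin channel was the dimmer of the 2, with a median spot signal between 71.7 and 99.2 intensity units over the 4 arrays against a local background between 30 and 34. In the glucose channel the median signal lay between 364.1 and 554.4 against a background between 48 and 55. The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7, and the signals used here are the mean spot intensities and the median local backgrounds from those files, before any normalization. Background was corrected with the normexp method of limma (offset 50), the ratio was normalized by loess within each array, control spots and spots flagged as outliers were left out, and the spots of a probe were averaged. The 3641 probes well above background in at least 1 channel on at least 2 arrays were tested. The replicates were compared before they were averaged, with the spread between the 11 spots of a probe as the measure of noise. Replicates 3 and 4 differed by less than the sampling noise. Between them 4.69% of 1065 probes differed at an unadjusted p under 0.05, and 0.0939% after Benjamini-Hochberg adjustment, whereas between 69.4% and 82.0% of the probes differed in the other 5 pairs. Replicates 3 and 4 were therefore averaged and counted as 1 sample, giving n = 3, although the paper and the labels count 4 biological replicates. Across probes, the log ratios of replicate 1 had a Pearson r of 0.65 with each of the other replicates, and those of replicate 2 an r of 0.90 with replicates 3 and 4. Genes are not independent replicates, so these values describe the arrays only. The number of arrays limits the precision, since an exact sign-flip test of 3 samples cannot give a 2-sided p below 0.25. The files do not pair probes with locus tags, so a protein-coding gene is named below only where the sequence of a qRT-PCR primer of S2 Table lies in a probe.

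**Figure D1:**
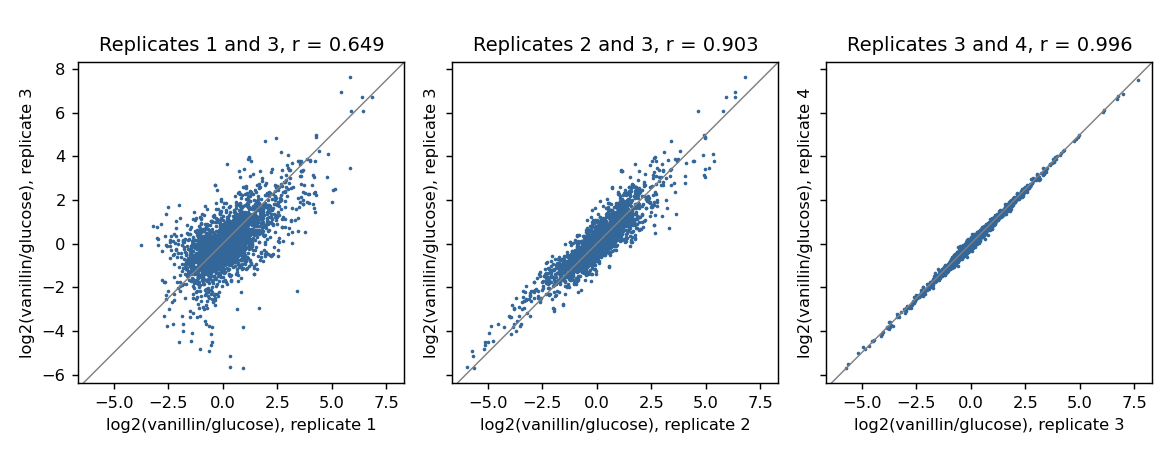
Log2 ratio of vanillin to glucose of each tested probe (points) in 1 replicate (x axis) against another (y axis), with the line of equality in grey. Replicates 3 and 4 fall on the line with r = 0.996, and replicates 1 and 3 scatter widely with r = 0.649.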

The global analysis of differentially expressed genes was visualized by heat map (Fig 1). 

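With replicates 3 and 4 counted once (n = 3), limma called 15 probes higher and 1 probe lower in vanillin, out of 3641 tested, at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change of at least 1 in size. All 16 probes changed the same way on all 4 arrays. Before the p-value is considered, 428 probes had a mean log2 fold change of 1 or more and 271 had one of -1 or less. At an adjusted p under 0.05 the counts were 297 higher and 154 lower. With the 4 arrays treated as 4 separate replicates, as the paper counts them and as was planned before the data were examined, the calls at 0.01 were 292 higher and 153 lower, and all 16 probes were among them. Of the choices changed one at a time, centering each array on its median in place of loess moved the counts most, to 408 higher and 750 lower. The median of the tested probes was then -0.34 and not 0. Feature Extraction's own log ratios gave 321 higher and 329 lower with n = 3. Without replicate 1 the counts were 47 higher and 44 lower, and without replicate 2 no probe was called, the limma fit giving 387 higher and 176 lower at an unadjusted p under 0.05. These are counts of probes and not of genes, because the 3797 probes hold 3290 distinct sequences. Most probes with coordinates in the files lie on 2 genome records, a first with 2192 probes and a second with 375. Beyond the probe of vanA and the 2 numbered after it, the largest rise was 4.72 on the log2 scale (adjusted p = 0.00789 from limma, higher in 3 of 3 samples) at probe CUST_3263_PI428671056, which the files place at 883118 to 883459 of the second record. Nearly as large was a rise of 4.71 (adjusted p = 0.00789 from limma) at 881707 to 881988 of the first record. The 1 lower probe, CUST_2511_PI428671056 at 2772642 to 2774099 on the reverse strand of the first record, fell by 2.25 (adjusted p = 0.00966 from limma, lower in 3 of 3 samples). With median centering in place of loess, CUST_3263_PI428671056 was at 3.65 and CUST_2511_PI428671056 at -3.40. With scale normalization between arrays both lost the call, each with an adjusted p of 0.0136 from limma.

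**Figure D2:**
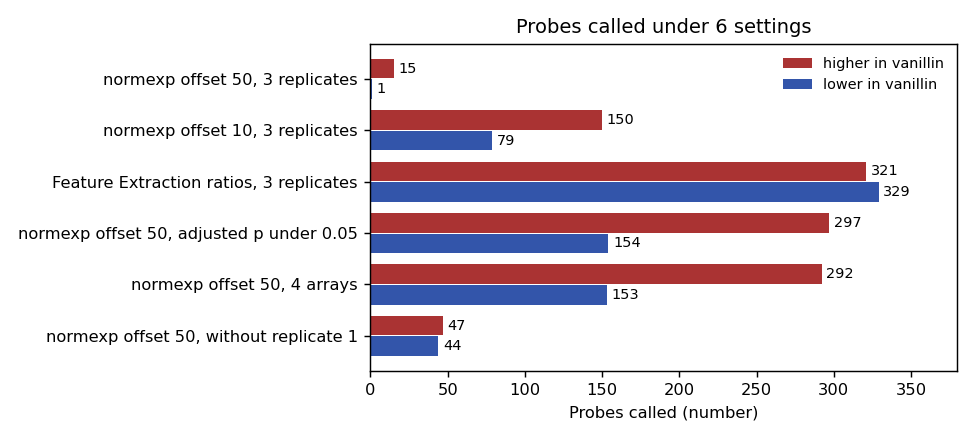
Number of probes called higher (red) or lower (blue) in vanillin under 6 settings. The bars start at 0 and run from 15 and 1 with the offset of 50 and n = 3 to 321 and 329 with Feature Extraction's ratios.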

A total of 261 genes were up-regulated and 253 down-regulated. qRT-PCR of 12 representative genes was used to verify the microarray data. 

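Of the 12 genes measured by qRT-PCR, 3 were located on the array through a primer of S2 Table. They are vanA (ncgl2300), ncgl2023 and ncgl0942. The reverse primer of ncgl2023 lies in full within 1 probe, which the files place at 2220456 to 2221109 on the reverse strand of the first record. Its log2 ratio of vanillin to glucose was -1.74 ± 0.34 (SD, n = 3), with an adjusted p of 0.0209 from limma, and it was lower in vanillin in 3 of 3 samples. The forward primer of ncgl0942 shares 13 of its 21 bases with the start of a probe at 1040494 to 1040685 on the forward strand. That probe had a log2 ratio of -0.62 ± 0.15 (SD, n = 3), with an adjusted p of 0.0468 from limma, and it was also lower in 3 of 3 samples. Neither passed the adjusted p of 0.01. Without replicate 1, ncgl2023 passed it, at -1.94 (adjusted p = 0.00981 from limma). Without replicate 2, ncgl2023 was farther from passing, at -1.62 (adjusted p = 0.124 from limma). With the 4 arrays taken as 4 replicates ncgl2023 also passed, at -1.78 (adjusted p = 0.00182 from limma), while ncgl0942, at -0.58 (adjusted p = 0.00789 from limma), stayed under the fold limit. With Feature Extraction's log ratios both did, at -2.43 for ncgl2023 (adjusted p = 0.00224 from limma) and -1.63 for ncgl0942 (adjusted p = 0.00766 from limma). Both probes, each spotted once, were well above background in both channels on all 4 arrays. That does not exclude shrinkage of their ratios by the background offset. With the offset lowered to 10, both ratios were larger in size, at -2.06 for ncgl2023 and -1.07 for ncgl0942. With no background correction they were -1.83 and -0.61. The size of the fall at ncgl0942 therefore depends on the processing. The qRT-PCR measurements themselves were not analysed here.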

The log_2_-transformed mean values of qRT-PCR from three biological replicates for each gene were conformable to the log_2_-transformed fold changes of microarray data from four biological replicates in the microarray data (Fig 2).

**Fig 1:**
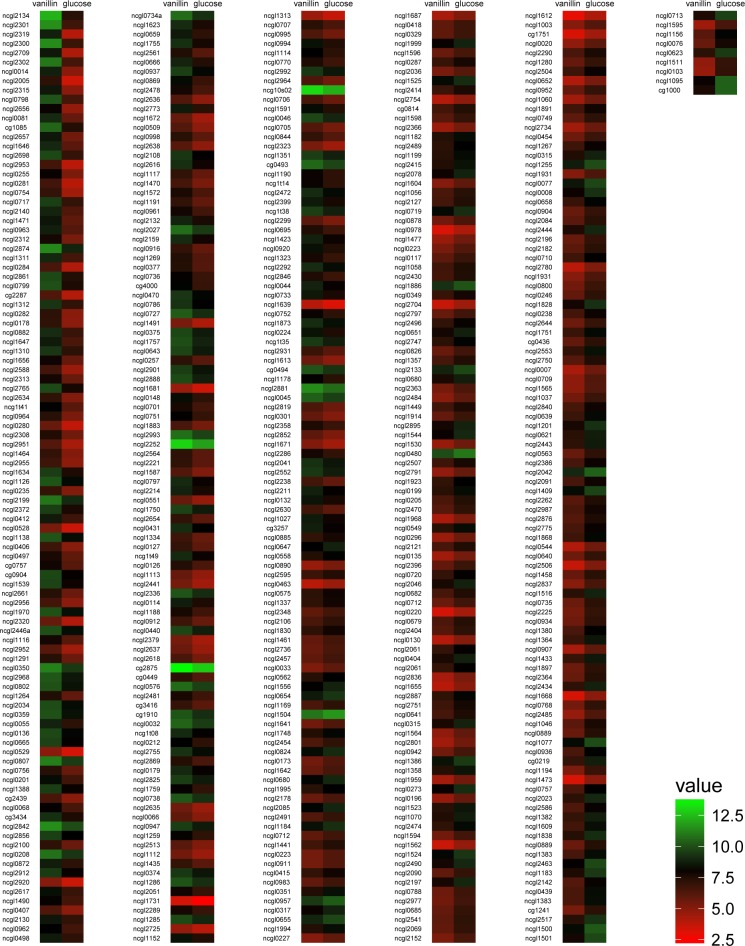
Microarray heat map of differential transcription of genes involved in response of *C*. *glutamicum* to vanillin. Heat map was generated using R program (version:i386 3.2.3). Red and green indicated lower or higher expression, respectively.

**Fig 2:**
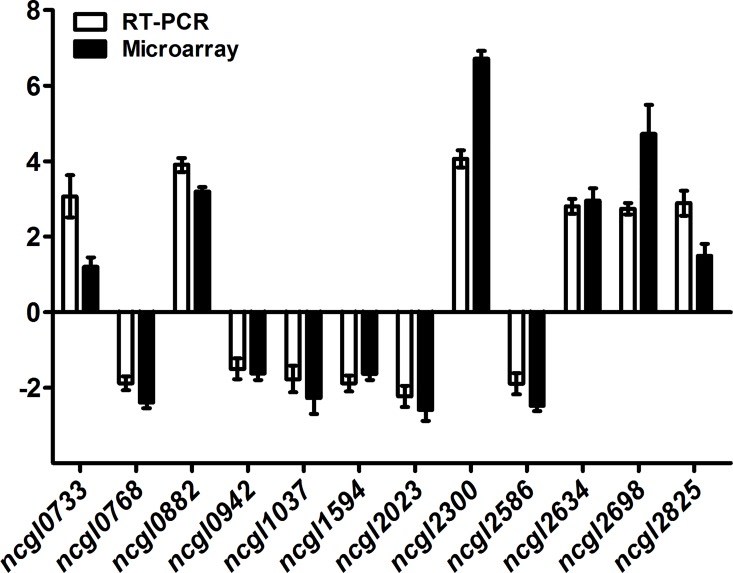
Validation of microarray results by qRT-PCR. Twelve representative genes were evaluated for validation of the microarray data using qRT-PCR. White bars show the mean log_2_-transformed fold changes of qRT-PCR from three biological replicates; Black bars represent the mean log_2_-transformed fold changes of microarray data from four biological replicates, and error bars indicate the standard deviations.

### Further analysis of microarray data

We next identified the functions of the differentially expressed genes by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (Figs 3 and 4). Four kinds of pathways were interested to us: degradation of aromatic compounds, biosynthesis of amino acids, ribosome and bacterial secretion system.

**Fig 3:**
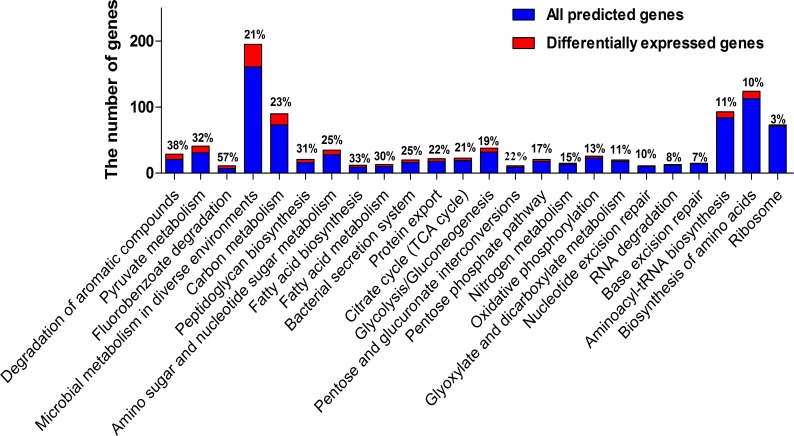
KEGG pathway analysis of differentially expressed genes. Summary of the number of differentially expressed genes in each KEGG pathway. The percentage of the differentially expressed genes account for the predicted genes are shown above the bars.

**Fig 4:**
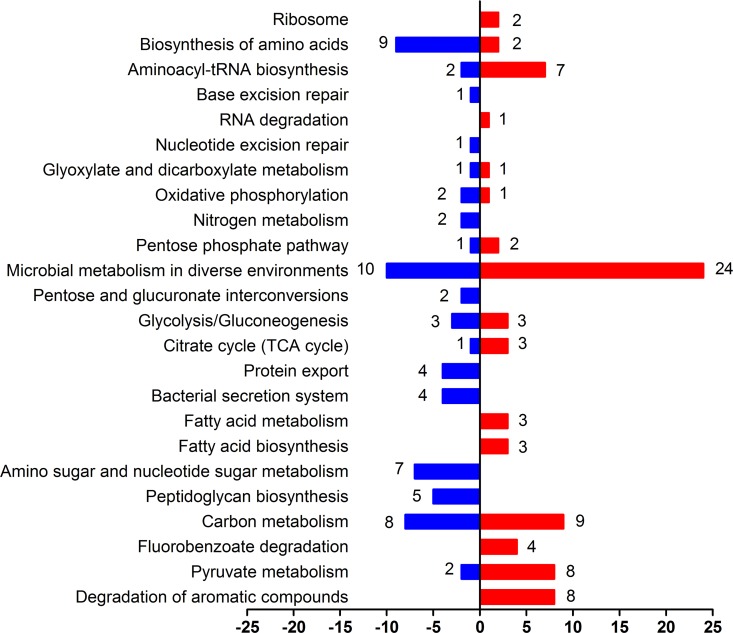
Differentially expressed genes (vanillin vs. glucose). The red and blue bars represent up- and down-regulated genes, respectively, and the numeric labels represent the number of genes with that function pathway.

#### Differentially expressed genes related to vanillin degradation

The vanillin generated by lignocellulose pretreatment can influence the growth and reduce production of microbial cells. However, bacteria such as *C*. *glutamicum* can adapt to the presence of this compound and utilize it as the sole carbon and energy source for growth [13]. *C*. *glutamicum* cells can survive by degrading vanillin, therefore, this degradation pathway was evaluated.

Our microarray data showed that *vanA* and *vanB* were up-regulated (Table 1). *vanK*, a major facilitator superfamily permease was up-regulated. 

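The forward primer of vanA (ncgl2300) in S2 Table lies in full at the end of the probe CUST_2296_PI428671056, with the sequence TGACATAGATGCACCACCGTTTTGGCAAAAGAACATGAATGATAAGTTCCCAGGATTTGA, which was spotted 11 times on each array. Its log2 ratio of vanillin to glucose was 6.33 ± 0.38 (SD, n = 3), with an adjusted p of 0.00602 from limma. The standard error from limma, which is moderated across probes and does not follow from this SD alone, was 0.19. The rise was present in 3 of 3 samples, at 6.39 in replicate 1, 5.92 in replicate 2 and 6.67 in the mean of replicates 3 and 4. The probe was well above background in both channels on all 4 arrays. Centering on the median in place of loess moved this value most, to 5.20. The call at an adjusted p of 0.01 was lost without replicate 2 (6.53, adjusted p = 0.0901 from limma). That was the smallest adjusted p of any probe in that fit, so no probe was called there. With the 4 arrays taken as 4 replicates, vanA was at 6.41 (adjusted p = 0.000228 from limma). Table 1 lists vanB (ncgl2301) and vanK (ncgl2302) directly after vanA, but the files do not pair them with probes. The next 2 probes by number had log2 ratios of 6.63 ± 0.27 and 5.90 ± 0.14 (SD, n = 3), each with an adjusted p of 0.00491 from limma and higher in 3 of 3 samples. Without replicate 2 the adjusted p of both was 0.0901 from limma. In the files, only the order of the numbers relates these 2 probes to vanB and vanK, and likeness to the values in Table 1 was not used to name them. Among the 2192 probes with coordinates on the first record, position rises with probe number at each of 2191 steps, and these 3 probes carry no coordinates.

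**Figure D3:**
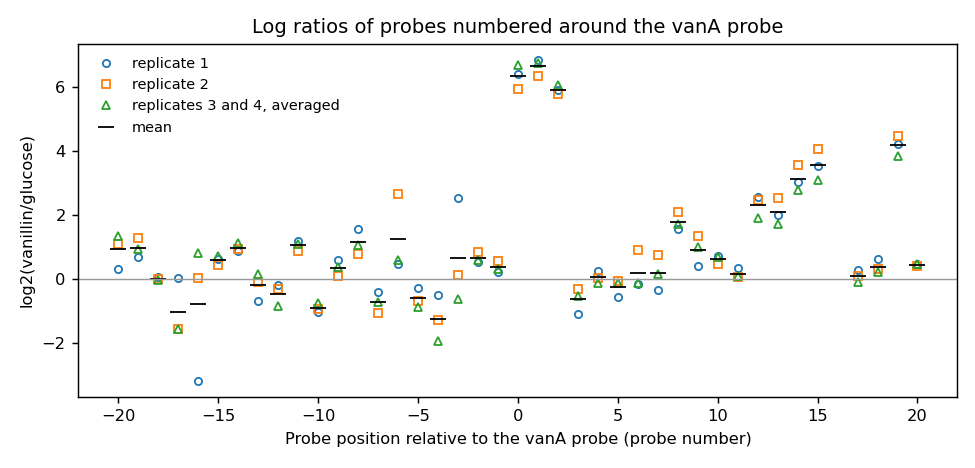
Log2 ratio of vanillin to glucose (y axis) of the tested probes up to 20 numbers before and after the vanA probe (x axis, 0 is vanA), for replicate 1, replicate 2 and the average of replicates 3 and 4, with the mean as a bar. The vanA probe and the next 2 lie between 5.90 and 6.63, and no mean before them exceeds 1.24.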

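vanR (ncgl2299) carries the locus tag before vanA, and the files do not pair it with a probe. The probe numbered just before that of vanA, also spotted 11 times, had a log2 ratio of 0.37 ± 0.17 (SD, n = 3), with an adjusted p of 0.121 from limma. It was higher in vanillin in 3 of 3 samples and did not pass the threshold. Feature Extraction's log ratios gave 1.16 for this probe (adjusted p = 0.0221 from limma). In the files, only the order of the numbers relates it to vanR, and likeness to the value in Table 1 was not used to name it.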

Interestingly, *vanR*, a regulator to *vanABK* was up-regulated. But it was reported that VanR negatively regulates expression of the *vanABK* genes [27]. According to the previous study, *vanR* is transcribed leaderless [27], so generally the expression of *vanR* does not have great change on different situation. Nevertheless, the direct interaction of VanR with its effector vanillate, generated from degradation of vanillin, leaded to the deactivation of VanR [27], which may be the reason for the 1.2 fold change of *vanR* expression in our experiment. However, the *vanABK* genes were all up-regulated signally in the presence of 3 mM vanillin, which indicated the vanillin was catalyzed, and expression of *vanABK* genes was not fully inhabited by VanR.

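The run of 3 high probes that begins at vanA was followed by a probe at -0.64 ± 0.39 (SD, n = 3). By number, the run falls between a probe that ends at 2524341 and that next probe, which starts at 2528549 on the first record. Farther on, 5 of the 20 probes numbered after vanA, all beyond this run, also had a log2 ratio of at least 2, between 2.08 and 4.17 with an SD of at most 0.49 (n = 3). The files do not name the genes of those 5 probes. From the rise of vanA, vanB and vanK in cells grown on vanillin, the paper reasons that vanillin was catabolized and that VanR did not fully repress these genes.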

**Table 1:** Differentially expressed genes related to vanillin degradation.

Locus tag	Gene name	Gene description	Fold change^a^	p-value^b^
*ncgl2299*	*vanR*	transcriptional regulator	1.20	0.004
*ncgl2300*	*vanA*	ferredoxin subunits of nitrite reductase and ring-hydroxylating dioxygenase	6.64	0.004
*ncgl2301*	*vanB*	flavodoxin reductase 1	6.94	0.004
*ncgl2302*	*vanK*	major facilitator superfamily permease	6.29	0.003
*ncgl2315*	*pcaH*	protocatechuate 3,4-dioxygenase subunit beta	5.24	0.007
*ncgl2313*	*pcaB*	3-carboxy-*cis*, *cis*-muconate cycloisomerase	3.00	0.009
*ncgl2312*	*pcaC*	4-carboxymuconolactone decarboxylase	3.58	0.002

^a^Log_2_-based expression ratio between glucose- and vanillin-grown cells.

^b^Microarray significance determined by p-value (p < 0.01).

*vanAB*, which encodes vanillate demethylase, catalyzes the conversion of vanillate to protocatechuate [11]. *pcaH*, which encodes one subunit of protocatechuate 3,4-dioxygenase was up-regulated (Table 1). This enzyme catalyzes conversion of protocatechuate to β-carboxy-*cis*, *cis*-muconate by a ring-cleavage reaction [13]. *pcaB*, which encodes β-carboxy-*cis*, *cis*-muconate cycloisomerase was up-regulated and *pcaC* which encodes γ-carboxymuconolactone decarboxylase was up-regulated. These two enzymes above catalyze conversion of β-carboxy-*cis*, *cis*-muconate to β-ketoadipate enol-lactone [13]. Therefore, according to transcriptome-level data, *C*. *glutamicum* was capable of degrading vanillin.

#### Differentially expressed genes related to the stress response

The extracytoplasmic function (ECF) σ factors have been identified in many species, and its regulation mechanisms had been studied in recent studies [28, 29]. *C*. *glutamicum* ATCC13032 has seven σ factor-encoding genes: *sigA*, *sigB*, *sigC*, *sigD*, *sigE*, *sigH*, and *sigM* [28, 30]. And *sigH* has been reported to take part in the heat stress or oxidative stress and regulate functional protein expressions to cope with stress conditions [28]. From our transcriptome data, *sigH* was up-regulated by vanillin stress (Table 2). Moreover, the *sigH* mutant was more sensitive to vanillin stress (90 mM) than was the WT strain, while the complemented strain had a survival rate similar to that of the WT (Fig 5).

**Fig 5:**
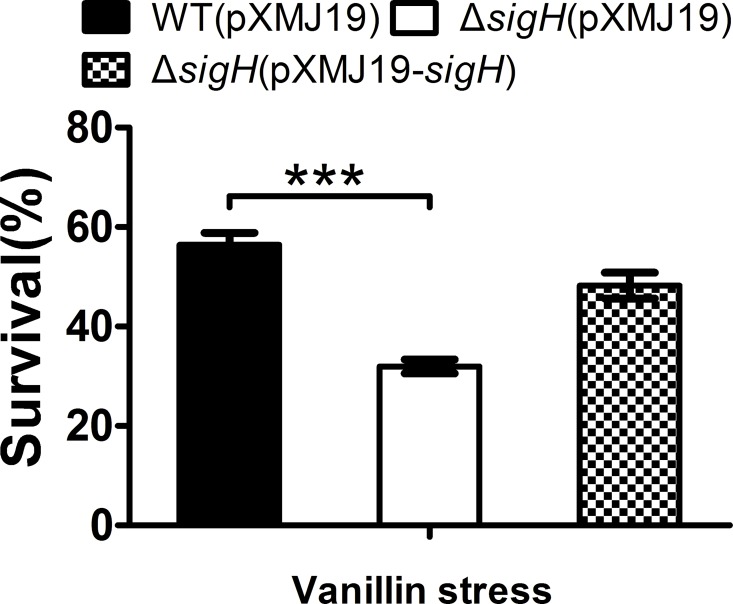
Δ*sigH* mutant was highly sensitive to vanillin stress compared to WT. Survival of the *C*. *glutamicum* WT(pXMJ19), Δ*sigH*(pXMJ19), and Δ*sigH*(pXMJ19-*sigH*) strains was assessed after exposure to vanillin (90 mM) for 40 min. Mean values with standard deviations (error bars) from at least three replicates are shown. ***: *P*≤0.001.

**Table 2:** Differentially expressed genes related to the stress response.

Locus tag	Gene name	Gene description	Fold change^a^	p-value^b^
*ncgl0733*	*cgl0767*	RNA polymerase sigma factor RpoE/*sigH*	1.16	0.008
*ncgl2825*	*cgl2926*	methionine sulfoxide reductase A	1.36	0.005
*ncgl2842*	*cgl2943*	universal stress protein E	2.21	0.002
*ncgl2755*	*cgl2853*	universal stress protein	1.38	0.008
*ncgl2955*	*cgl3060*	oxidoreductase	2.76	0.003
*ncgl1886*	*cgl1961*	phage shock protein A	-1.34	3.50E-04
*ncgl0786*	*cgl0820*	cold shock protein	1.69	0.006
*ncgl2478*	*cgl2567*	dithiol-disulfide isomerase	1.96	0.009

^a^Log_2_-based expression ratio between glucose- and vanillin-grown cells.

^b^Microarray significance determined by p-value (p < 0.01).

Environmental factors such as UV radiation, ionization radiation, or many chemical compounds that produce intracellular reactive oxygen species (ROS) can arise the level of oxidative stress [31]. Bacteria have evolved complex systems to protect them against oxidative stress [31, 32]. These systems involve enzymes such as catalase, superoxide dismutase, methionine sulfoxide reductase (MsrA), etc. [31]. MsrA is one important kind of antioxidant repair proteins [33]. And the studies on the functions and mechanisms of MsrA to the oxidative stress by many agents had been taken in our previous studies [34]. MsrA coding gene (*msrA*) was up-regulated by vanillin stress (Table 2). The mutant was more sensitive to vanillin stress (90 mM) than that of WT, and the complemented strain had a survival rate similar to that of the WT (Fig 6). To evaluate the function of MsrA in ROS reduction in the presence of vanillin stress, ROS levels were examined using DCFH-DA. As shown in Fig 7, the *msrA* mutant had significantly higher ROS levels than those of the WT after vanillin stress treatment. Moreover, ROS levels in the *msrA* mutant could be restored by complementation to the similar levels in the WT (Fig 7).

**Fig 6:**
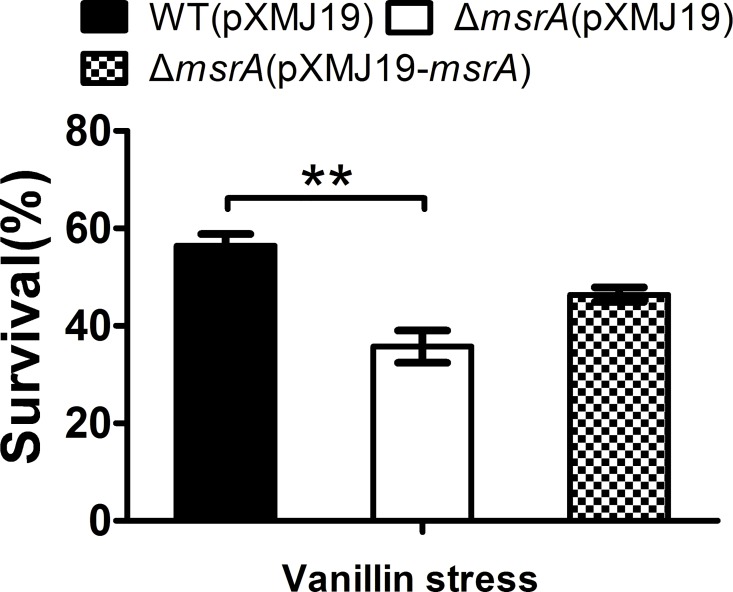
Δ*msrA* mutant was highly sensitive to vanillin stress compared to WT. Survival of the *C*. *glutamicum* WT(pXMJ19), Δ*msrA*(pXMJ19), and Δ*msrA*(pXMJ19-*msrA*) strains was assessed after challenge with vanillin (90 mM) for 40 min. Mean values with standard deviations (error bars) from at least three replicates are shown. **: *P*≤0.01.

**Fig 7:**
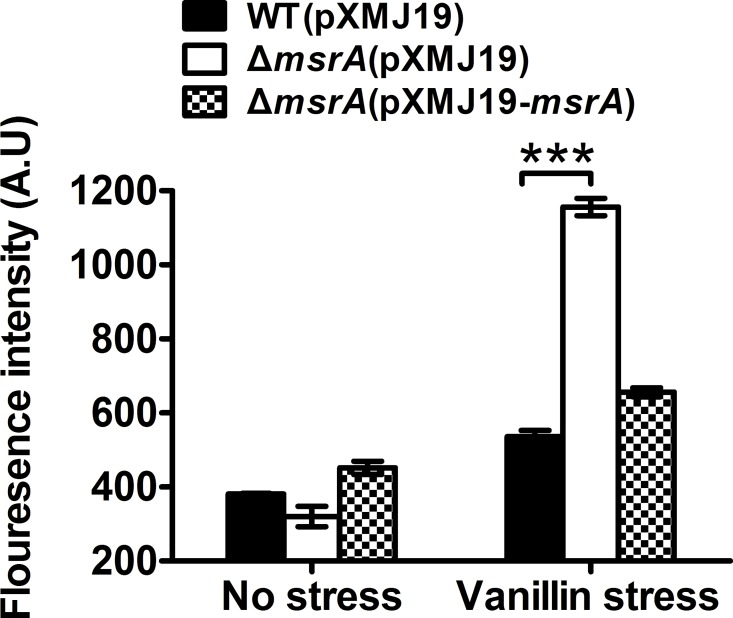
A mutant lacking MsrA exhibited increased ROS production under vanillin stress. A quantitative assay of intracellular ROS under vanillin stress was performed. Mean values with standard deviations (error bars) from three replicates are shown. ***: *P*≤0.001. The ROS levels in the indicated *C*. *glutamicum* strains were measured by a DCFH-DA fluorescence assay after exposure to vanillin.

The universal stress proteins in *E*. *coli* are induced by the stress of various environmental factors [35]. And in this study, *ncgl2842* and *ncgl2755*, encoding universal stress proteins, were up-regulated (Table 2), which may improve the ability to resistance to vanillin in *C*. *glutamicum*.

Bacteria have several proteins to degrade damaged DNA/proteins or protect functional proteins to maintain their metabolism [36]. Protein disulfide isomerase (PDI) interchanges thiol-disulfide that involve the reduction, rearrangement or formation of protein disulfide bonds [36]. In nascent proteins, PDI is important for disulfide bond formation and correct folding [36]. *ncgl2478*, which encodes a dithiol-disulfide isomerase in *C*. *glutamicum*, was up-regulated (Table 2) and this isomerase could protect proteins from further damage by vanillin stress.

There is a complicated stress response network in the cells [37]. More than one stress can be responded by the same system, and protect cells from a certain stress may bed several systems working together. [37]. Temperature induced stress is important for adaptation to environmental changes to living beings [37]. The cold shock protein A (CspA) is responded to many stress conditions: osmotic stress, inhibition of replication, starvation, UV sensitivity, freezing conditions, etc. [37]. From the microarray data, the cold shock protein A (*ncgl0786*) was up-regulated under the stress of vanillin in order to protect functional proteins under vanillin stress (Table 2).

The phage-shock-protein (Psp) system is induced by extracytoplasmic stress that can maintain the force of proton-motive, reduce cell energy status, maintain the integrity of cytoplasmic membrane and affect protein export [38]. However, in the Gram-negative Enterobacteriaceae: *Salmonella enterica* serovar Typhimurium, *E*. *coli*, and *Yersinia enterocolitica*, the Psp response has been most studied [39]. In this study, the phage shock protein A gene (*ncgl1886*) of *C*. *glutamicum* as one kinds of important Gram-positive model strain, was down-regulated under the vanillin stress (Table 2), which may relate to the stress response to vanillin.

#### Differentially expressed genes related to ribosome/translation

It has been reported that vanillin inhibits translation in *Saccharomyces cerevisiae* [7]. Vanillin can increase cytoplasmic messenger ribonucleoprotein (mRNP) granules and affect the large ribosomal subunit in *S*. *cerevisiae* [7].

In this study, we found several genes related to ribosome (such as *rpmH*, *tsnR*, *rpsF*) were up regulated by the affection of vanillin according to the transcriptome data (Table 3). And certain ribonuclease genes related to translation (such as *rnpA*, *rnc*, and *rph*) were differentially expressed (Table 3). Therefore, these results above indicated that vanillin did affect the ribosome or translation in *C*. *glutamicum*.

**Table 3:** Differentially expressed genes related to ribosome/translation.

Locus tag	Gene name	Gene description	Fold change^a^	p-value^b^
*ncgl2446a*	*-*	50S ribosomal protein L36	2.45	0.009
*ncgl2993*	*rpmH*	50S ribosomal protein L34	1.57	9.44–04
*ncgl1334*	*tsnR*	23S ribosomal RNA methyltransferase	1.51	4.53E-04
*ncgl2881*	*rpsF*	30S ribosomal protein S6	1.11	0.008
*ncgl2992*	*rnpA*	ribonuclease P	1.27	0.002
*ncgl1994*	*rnc*	ribonuclease III	-1.20	0.006
*ncgl2415*	*rph*	ribonuclease PH	-1.28	1.98E-06

^a^Log_2_-based expression ratio between glucose- and vanillin-grown cells.

^b^Microarray significance determined by p-value (p < 0.01).

#### Differentially expressed genes related to secretion protein

The Tat pathway and Sec pathway are two important kinds of protein secretion pathways in *C*. *glutamicum* [40]. Folded proteins are translocated by the Tat pathway, which is an alternative secretion pathway; unfolded proteins are translocated by the Sec pathway [40]. The *secD* gene which is one subunit of Sec pathway was down-regulated (Table 4). And two genes *tatB* and *tatC*, which belong to the subunits of Tat pathway, were down-regulated (Table 4). Many secretion proteins were differentially expressed from the analysis of microarray data (Table 4). The effects and mechanisms of vanillin stress to protein secretion in *C*. *glutamicum* need to be further studied.

**Table 4:** Differentially expressed genes related to secretion protein.

Locus tag	Gene name	Gene description	Fold change^a^	p-value^b^
*ncgl1594*	*secD*	preprotein translocase subunit SecD	-1.64	0.006
*ncgl1433*	*tatC*	Sec-independent protein secretion pathway component TatC	-2.34	0.002
*ncgl1077*	*tatB*	sec-independent protein translocase protein TatB	-2.41	0.002
*ncgl2661*	*cgl2757*	putative secreted protein	2.48	0.002
*ncgl0136*	*cgl0139*	putative secreted protein	2.36	0.003
*ncgl0872*	*cgl0909*	secreted protein	2.14	1.26E-05
*ncgl2912*	*cgl3015*	putative secreted protein	2.14	0.002
*ncgl0623*	*cgl0651*	putative secreted protein	-3.22	0.001
*ncgl0757*	*cgl0791*	putative secreted protein	-2.48	9.27E-04
*ncgl2225*	*cgl2307*	putative secreted protein	-2.27	0.002
*ncgl2775*	*cgl2883*	putative secreted protein	-2.11	0.006

^a^Log_2_-based expression ratio between glucose- and vanillin-grown cells.

^b^Microarray significance determined by p-value (p < 0.01).

#### Differentially expressed genes related to the cell envelope

Like *M*. *tuberculosis*, the cell envelope of *C*. *glutamicum* has several layers: plasma membrane, thick peptidoglycan-arabinogalactan layer, mycomembrane, and top layer [41]. This can enhance tolerance to various stress conditions including vanillin stress.

Genes related to cell wall (such as *ncgl0995*, *ncgl1156*, *ncgl2108*, *ncgl0126*, *ncgl0652*, and *ncgl2750*) were differentially expressed under the stress of vanillin according to the transcriptome data (Table 5).

**Table 5:** Differentially expressed genes related to the cell envelope.

Locus tag	Gene name	Gene description	Fold change^a^	p-value^b^
*ncgl0995*	*cgl1039*	glycosyltransferase, probably involved in cell wall biogenesis	1.27	0.004
*ncgl1156*	*cgl1203*	UDP-N-acetylmuramyl pentapeptide phosphotransferase	-2.98	0.002
*ncgl2108*	*cgl2188*	cell wall-associated hydrolase	1.85	0.005
*ncgl0126*	*cgl0127*	N-acetylglucosaminyltransferase	1.50	0.004
*ncgl0652*	*cgl0682*	cell wall-associated hydrolase	-1.76	0.009
*ncgl2750*	*cgl2847*	UDP-glucose 6-dehydrogenase	-1.97	3.25E-05
*ncgl0103*	*cgl0104*	membrane protein	-3.45	0.002
*ncgl0680*	*cgl0710*	membrane protein	-1.12	0.002
*ncgl0824*	*cgl0858*	metalloendopeptidase-like membrane protein	-1.10	9.85E-04
*ncgl0014*	*cgl0015*	membrane protein	5.56	0.002
*ncgl2372*	*cgl2458*	putative membrane protein	2.66	0.003

^a^Log_2_-based expression ratio between glucose- and vanillin-grown cells.

^b^Microarray significance determined by p-value (p < 0.01).

A previous study on the way of action of vanillin against *L*. *innocua*, *L*. *plantarum*, and *E*. *coli* suggested that it is an important membrane active compound [21]. From our microarray data, certain membrane protein genes were differentially expressed (Table 5).

#### Differentially expressed genes encoding master regulators

The transcription regulators play important roles in the metabolism and stress resistance processes for bacteria. The roles of various regulators in *C*. *glutamicum* were studied in recent years [42]. And we found two genes: *ramA* (*ncgl2472*) and *sigD* (*ncgl0575*) encoding master regulators were differentially expressed in our microarray data [42]. *ramA* was up-regulated 1.20-fold, which can activate the genes related to acetate metabolism, aconitase gene *acn*, glyceraldehyde-3-phosphate dehydrogenase gene *gapA*, et al [43]. This may show the different mechanisms of carbon metabolism between glucose and vanillin in *C*. *glutamicum*. Except the *sigH*, another gene encoding ECF σ factor SigD was down-regulated 1.03-fold in our microarray data. It was reported that SigD is induced by cold shock and is necessary to full virulence in *Mycobacterium tuberculosis* [44, 45]. In *Clostridium difficile*, SigD as a regulator can positively regulate the expression of toxin [46]. However, the function of SigD in *C*. *glutamicum* is not clear by now. It may play a role in the response to vanillin in *C*. *glutamicum*.

## Conclusions

The mechanisms of tolerance to vanillin inhibitor generated by lignocellulose pretreatment of *C*. *glutamicum* were as follows. First, *C*. *glutamicum* was able to degrade vanillin. Second, the *C*. *glutamicum* cell envelope, which has complex structures, has a greater protective effect than other microbes. Third, genes related to stress response were differentially expressed under vanillin stress conditions, which could reduce the damage to *C*. *glutamicum* cells. Fourth, ribosome/translation and protein secretion genes were differentially expressed to cope with the vanillin stress (Fig 8). The *sigH* and *msrA* mutants were more sensitive to vanillin stress. Therefore, *C*. *glutamicum* can degrade vanillin to reduce the damage caused. And moreover, this microorganism possesses defense and damage repair mechanisms.

**Fig 8:**
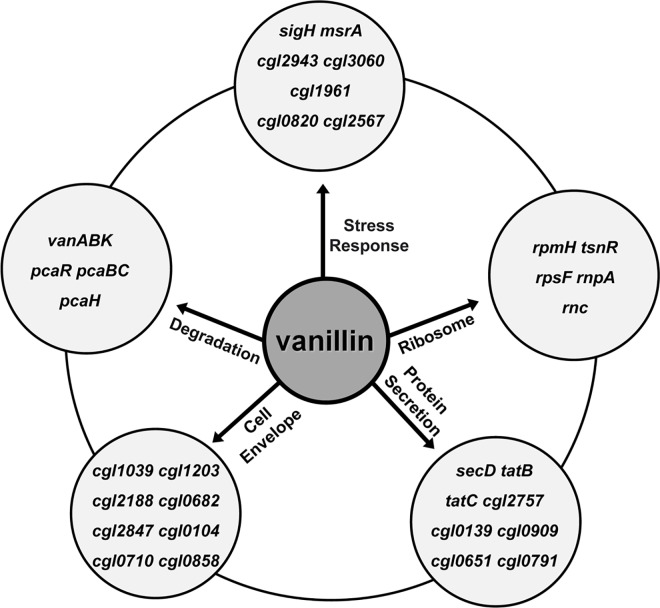
Response of *C*. *glutamicum* to vanillin. Schematic diagram of the genes involved in the response of *C*. *glutamicum* to vanillin stress.

To date, this is the first report of a transcriptomic analysis of the response to vanillin by *C*. *glutamicum*. The results provide insights into the mechanisms of *C*. *glutamicum* adaption and tolerance to vanillin, an important lignocellulose-derived inhibitor. This provides a theoretical basis for the engineering of industrial microorganisms tolerant to vanillin and makes facile production of biofuels and bio-based chemicals from lignocellulosic biomass in the future.

## Supporting Information

S1 Fig Growth curves of *C*. *glutamicum* using glucose or vanillin, respectively. Growth of *C*. *glutamicum* on mineral salts medium containing 100 mM glucose (A) and 3 mM vanillin (B). Arrows indicate the sampling points for microarray analysis.
(TIF) Click here for additional data file.

S1 Table Bacterial strains and plasmids used in this study. (DOC) Click here for additional data file.

S2 Table Primers used in this study. (DOC) Click here for additional data file.

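The qRT-PCR primers of this table tie a locus tag to a sequence, which the array files do not. The 24 primers of the 12 qRT-PCR genes were searched in the 3797 probe sequences, accepting a full match or at least 12 shared bases at a probe end. Matches were found for 3 genes. The forward primer of ncgl2300 and the reverse primer of ncgl2023 matched over all 19 bases, and the forward primer of ncgl0942 over 13 of 21 bases. A primer that lies outside the 60 bases of a probe gives no match, even where the gene is on the array.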

# Supplementary material for: Global Transcriptomic Analysis of the Response of Corynebacterium glutamicum to Vanillin
**Source:** PLoS One. 2016 Oct 19;11(10):e0164955. doi: 10.1371/journal.pone.0164955
**Supplement:** S1 Table

**S1Table.** Bacterial strains and plasmids used in this study

| **Strains or plasmids** | **Relevant genotype description** | **References** |
| --- | --- | --- |
| **Strains** | | |
| ***C. glutamicum*** | | |
| RES167（WT） | Restriction-deficient mutant of ATCC13032, Δ(*cglIM-cglIR-cglIIR*) | Tauch et al. 2002 |
| WT(pXMJ19) | RES167 containing pXMJ19 vector | This study |
| Δ*sigH* | *sigH* deleted in RES167 | Si et al. 2014 |
| Δ*msrA* | *msrA* deleted in RES167 | Si et al. 2014 |
| Δ*sigH*(pXMJ19-*sigH*) | Complement of *sigH* in Δ*sigH* mutant | Si et al. 2014 |
| Δ*msrA*(pXMJ19-*msrA*) | Complement of *msrA* in Δ*msrA* mutant | Si et al. 2014 |
| ***E. coli*** | | |
| JM109 | recA1 supE44 endA1 hsdR17 gyrA96 relA1 thi Δ(lac-proAB)F′(traD36 proABlacIq lacΔZM15) | Stratagene |
| **Plasmids** | | |
| pXMJ19 | Shuttle vector (*Ptac lacIq pBL1 oriVC. glutamicum* pK18 *oriVE. coli*) | Jakoby et al. 1999 |

**References**

1. Tauch A, Kirchner O, Loffler B, Gotker S, Pühler A, Kalinowski J. Efficient electrotransformation of *Corynebacterium diphtheriae* with a mini-replicon derived from the plasmid pGA1. Curr. Microbiol. 2002;45:362–367.

2. Si MR, Long MX, Chaudhry MT, Xu Y, Zhang P, Zhang L, et al. Functional characterization of *Corynebacterium glutamicum* mycothiol S-conjugate amidase. PLoS One. 2014;9: e115075.

3. [Jakoby](http://link.springer.com/article/10.1023/A:1008968419217" \l "author-details-1) M, [Ngouoto-Nkili](http://link.springer.com/article/10.1023/A:1008968419217" \l "author-details-2) CE, [Burkovski](http://link.springer.com/article/10.1023/A:1008968419217" \l "author-details-3) A. Construction and application of new *Corynebacterium glutamicum* vectors. [Biotechnol Te](http://www.medsci.cn/sci/submit.do?id=235e1147)ch. 1999; 13(6): 437–441.

# Supplementary material for: Global Transcriptomic Analysis of the Response of Corynebacterium glutamicum to Vanillin
**Source:** PLoS One. 2016 Oct 19;11(10):e0164955. doi: 10.1371/journal.pone.0164955
**Supplement:** S2 Table

**S2 Table. Primers used in this study**

| **Primiers** | **5’-3’ sequence** |  |
| --- | --- | --- |
| 16s-RT-F | AGAACCTTACCTGGGCTTGA | For qRT-PCR |
| 16s-RT-R | CGCTCGTTGCGGGACTTA |  |
| *ncgl0733*-RT-F | CGGATGGTGGTTTATTATGC |  |
| *ncgl0733*-RT-R | TGTTCCTTCGCTACTTCCTTT |  |
| *ncgl0942*-RT-F | GATACAGTGCGCTACTGGTAC |  |
| *ncgl0942*-RT-R | CTCCTCCTGGGGATAAATT |  |
| *ncgl1594*-RT-F | CGTTGGTCAGGCAGGAATG |  |
| *ncgl1594*-RT-R | GCAACAGCGGTGTTCATTTC |  |
| *ncgl0882*-RT-F | TGGGAACCTATCCGAAGCC |  |
| *ncgl0882*-RT-R | CGCTGACCGAAATAAGTAAAGC |  |
| *ncgl0768*-RT-F | CATCGGGAAGAAGAAGGACA |  |
| *ncgl0768*-RT-R | TCAGCAAGCAAGACGAGTGG |  |
| *ncgl1037*-RT-F | TGCCCGCATCTTTG |  |
| *ncgl1037*-RT-R | GCTCCGCCATCTTCA |  |
| *ncgl2023*-RT-F | GGCATCACCTCTGACCACA |  |
| *ncgl2023*-RT-R | ACCAGCGTAAACTCCCACC |  |
| *ncgl2586*-RT-F | CGTAAAACCGCACCACACC |  |
| *ncgl2586*-RT-R | ATCGCCCTCCAAAACAATG |  |
| *ncgl2634*-RT-F | GCGTGAAAGCGAAATCT |  |
| *ncgl2634*-RT-R | GTAGGCAAGCGACAGCA |  |
| *ncgl2698*-RT-F | GGCTGGTCGAGTTTGGGTC |  |
| *ncgl2698*-RT-R | CAGGTTCTTGTTCTGCTGGTAG |  |
| *ncgl2300*-RT-F | ATAAGTTCCCAGGATTTGA |  |
| *ncgl2300*-RT-R | TCCAGCCTTTGCTACAC |  |
| *ncgl2825*-RT-F | CCGCCAGGGTAACGATGT |  |
| *ncgl2825*-RT-R | CCGATTTCCGTGGTGATTT |  |

How the deposited data were processed for this re-analysis (not part of the article)

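RNA from C. glutamicum grown on 3 mM vanillin or 100 mM glucose was compared on 4 custom Agilent arrays on a single slide. By the sample labels, Cy3 held vanillin and Cy5 glucose on every array. The labels describe direct labeling during reverse transcription and the methods an amplification kit, and the values do not settle which was used. The authors scanned the arrays and extracted them with Feature Extraction 10.7, and the deposited intensity values are the mean signal of each spot, the median of its local background, and a processed signal after background subtraction and dye normalization. The deposited log10 values are Feature Extraction's ratio of red to green processed signal, which is glucose over vanillin. The authors also deposited a table of log2 values, which were compared with that ratio turned to vanillin over glucose and averaged over the spots of a probe without outliers. Between 97.4% and 98.3% of the probes of each array were within 0.01 of it. This comparison gave the table's scale and direction, and its columns are not centered on 0, with medians of -0.07, -0.14, -0.11 and -0.11 for replicates 1 to 4. Feature Extraction's dye normalization is linear and lowess. The Lowess step in GeneSpring that the methods name does not show in these values beyond it.

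The ratios used at the claims were computed from the mean signals and local backgrounds with limma 3.58.1 in R 4.3.3. Normexp background correction with an offset of 50 was followed by loess within each array, with control spots at weight 0. Between 350 and 527 outlier-flagged spots per array were left out, and no spot was flagged as saturated. Spots of one probe were averaged. The files give 1 probe to each name, so no averaging over probes of a gene arose. A probe counted as well above background on an array when most of its spots did, and the 3641 probes that were so in at least 1 channel on at least 2 arrays were tested. The offset shrinks the ratios of dim probes. Against Feature Extraction's ratios, the slope was 0.26 over the 910 dimmest probes and 0.91 over the 910 brightest.

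The design fixed before the data were examined took the 4 arrays as 4 replicates. For each of 1065 probes with 11 spots, the spots of 2 arrays were compared by Welch's test, with at least 5 spots on each. Replicates 3 and 4 differed by less than the sampling noise, taken as under 1% of probes after adjustment, and were averaged and counted once. The fit is then a limma test of 3 log ratios against 0, and the fit over 4 arrays is given beside it. This step, its 1% limit and 4 of the alternatives were chosen after seeing the data, so the fit over 4 arrays is the planned one and the fit of 3 log ratios is not. Calls need an adjusted p under 0.01 and a log2 fold change of at least 1 in size. The paper's text gives the p but no fold limit. The tRNA probes, named by their amino acid in the files, were tested with camera at a preset correlation of 0.01, beside fry and an estimated correlation. Each array carries both conditions, so the ratio is already paired, and all arrays lie on 1 slide, so no slide effect was fitted.

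The pipeline was tested on simulated data of 3 replicates. Of 3641 probes, 200 were changed by a log2 ratio of 2 or 3 in either direction. Noise was drawn for each probe separately, without regard to brightness, from the spread of the real ratios processed with the offset of 50. With the offset of 50, 33.5% of the changed probes were called at an adjusted p under 0.01 and 62.5% at 0.05, with 1 false call at each. With an offset of 10 the shares were 65.0% and 87.0%. The direction was right for every changed probe. The simulated noise was shrunk again by the processing and was not shared between probes. The shares and false calls therefore need not hold for the real arrays.

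Genes to be named were fixed before the data were examined as those the paper names that can be matched by an identifier, and the 5 largest rises and 5 largest falls among called probes that changed the same way on all arrays. No annotation of the probes was used here. The files name 2192 and 375 probes by coordinates on 2 genome records and 1141 by a probe number alone. The other 89 have coordinates under 2 further record names, most of them with an amino acid or an rRNA added. These gave the 49 tRNA probes and the rRNA probes. Whether the 2 further names stand for the same 2 records was not checked. The files give no locus tag or gene symbol. A protein-coding gene was named only where a qRT-PCR primer of S2 Table lies in a probe, with at least 12 bases shared, and that rule was written after the overlaps and the probe values had been seen. It matched 3 genes, 1 of which is among the 44 genes of Tables 1 to 5. Genes in Tables 1 to 5 other than vanA, the sigma factors, the central carbon genes and the sets of ribosomal protein, Sec and Tat, aromatic degradation and chaperone genes therefore have no value here, and the KEGG counts of Figs 3 and 4 were not analysed here. Of the largest rises and falls, at most 2 probes each way are given by probe number. The qRT-PCR, survival and reactive oxygen measurements were not analysed here.

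Alternatives covered the background correction, the source of the ratios, the normalization within and between arrays, the filter on dim probes, saturated spots, the pairing of the channels, array weights, the test and threshold, and each replicate left out in turn. The median over probes and the brightest probe of a gene could not be tried, since no name has more than 1 probe.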

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

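The fit without replicate 1 was set before the data were examined, but its use as a test of replicate 1 as the source, and the test against lists of equal brightness under median centering, were chosen only after the result was seen. The 49 tRNA probes, which the files name by amino acid and on which the paper's text gives no value, stood higher in vanillin than in glucose. Their median log2 fold change was 0.93, with 39 of 49 above 0, and the medians were 1.69 in replicate 1, 0.22 in replicate 2 and 0.72 in the mean of replicates 3 and 4. No single tRNA probe passed an adjusted p of 0.01 with limma. Camera with a preset correlation gave p = 2.15e-05 for the set, but fry gave 0.207 and camera with an estimated correlation 0.498, so the call needs the assumption that the probes vary nearly independently. It also depends on the scaling, since with median centering camera at the preset correlation gave 0.213. Brightness as the whole cause is argued against only if the tRNA probes vary nearly independently, since the comparison was with probes drawn at random. The tRNA median lay at percentile 100, 95.2 and 99.99 of 10000 random lists of 49 other probes of the same brightness in replicate 1, in replicate 2 and in the mean of replicates 3 and 4, the lowest being 95.2, only just above the limit of 95 set for the test. Replicate 1 as the sole source is also argued against under loess, since the median without it was 0.58. Camera with the preset correlation then gave p = 0.0133. With median centering the tRNA median was above 0 in replicate 1 only, at 0.76. It was -0.51 in replicate 2 and -0.35 in the mean of replicates 3 and 4. Under the other scalings compared it was above 0 in every sample. Over all alternatives that were run the p of the set lay between 4.62e-10 and 0.498. With each array centered on its median in place of loess the median was -0.0027, while random lists of the same brightness had a median of -0.997, so the sign depends on the scaling, while the mean over the replicates stayed above that of equally bright probes under the 2 scalings for which such lists were drawn. Under median centering the lists were compared with the mean of the replicates only. What stays open is a dye effect shared by tRNA probes, since 0 arrays had the dyes exchanged, a difference in how small RNA was extracted or labeled, and a difference in tRNA between the 2 carbon sources. None of these was tested with these arrays.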

How the results depend on the processing

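The alternatives with replicates 3 and 4 left out together and with distinct sequences counted once, and both combined settings below, were chosen after seeing the data. The fit over 4 arrays as 4 replicates was the planned one, and the main fit of 3 samples replaced it after the data were seen.

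The counts of probes called higher and lower, 15 and 1, moved by over 1.5 times under most alternatives, and the cause was not tested except where stated. They were 33 and 4 with no background correction, 150 and 79 with an offset of 10, 321 and 329 with Feature Extraction's log ratios, 314 and 322 with the authors' table of log2 values, and 408 and 750 with median centering in place of loess. With scale normalization between arrays they were 0 and 0 by limma, against 402 and 242 at an unadjusted p under 0.05, the smallest adjusted p being 0.0131. With only probes well above background in both channels on all 4 arrays they were 44 and 11. They were 124 and 74 with array weights, 268 and 119 with the separate-channel fit, and 162 and 69 with the channels as independent groups. The methods' t-test was run here on the 3 samples of the main fit, where the paper counts 4 replicates. It gave 90 and 43 unadjusted, 154 and 119 without the fold limit, and 244 and 104 on the channels. After Benjamini-Hochberg adjustment it gave 0 and 0, against 268 and 137 at an unadjusted p under 0.05. An adjusted p under 0.05 gave 297 and 154. The 4 arrays as 4 replicates gave 292 and 153, where the added array also adds a degree of freedom. The authors' log2 table over 4 arrays with the methods' t-test gave 369 and 398, and processed signals over 4 arrays with the methods' t-test on the channels gave 521 and 516. With no filter on dim probes the counts were 14 and 1, and with each distinct sequence counted once 13 and 1. Leaving out saturated spots moved nothing, since none was flagged. The share of calls that were higher was 93.8%, and it was 65.5% with an offset of 10, 49.4% with Feature Extraction's log ratios, 35.2% with median centering and 65.6% over 4 arrays.

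Leaving out 1 replicate gave between 0 and 47 higher and between 0 and 44 lower. Without replicate 1 the counts were 47 and 44, without replicate 3 they were 31 and 4, and without replicate 4 they were 22 and 3. Without replicate 2, and without replicates 3 and 4 together, no probe was called by limma, and 387 and 176, or 381 and 191, had an unadjusted p under 0.05. Each of these leaves 2 samples, 1 of them replicate 1, while leaving out replicate 1 also leaves 2 samples and adds calls.

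vanA, the 1 listed gene matched, had a log2 fold change of 6.33 and stayed above 0 under every alternative run. Its call was lost with scale normalization (6.25, adjusted p = 0.0131 from limma), without replicate 2 (6.53) and without replicates 3 and 4 together (6.16), so that the count of listed genes called went from 1 to 0 there, as it did under the adjusted methods' t-test. With 1 replicate left out, vanA lay between 6.29 and 6.53. Its adjusted p from limma ranged from 4.15e-05 to 0.108 over the alternatives. ncgl2023 stayed below 0 under every alternative run and passed the threshold under 9 of them, and ncgl0942 stayed below 0 and passed under 2.

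The median of all probes tested was -0.03, and it shifted to -0.34 with median centering and to -0.18 with Feature Extraction's log ratios. With median centering it was -0.27 in replicate 1, -0.28 in replicate 2 and -0.34 in the mean of replicates 3 and 4. That centering therefore left the tested probes below 0, and the counts and tRNA median under it carry this offset. The median of the tRNA probes, 0.93, turned to -0.0027 with median centering, which leaves the trend with brightness in place. The p of the tRNA set was above 0.05 with median centering (0.213, camera at the preset correlation), and with fry (0.207) and an estimated correlation (0.498) at the same median of 0.93. Without 1 replicate the tRNA median lay between 0.58 and 1.29. No camera test was run on the separate-channel fit, which estimates a correlation that camera does not take. The sets of ribosomal protein, Sec and Tat, aromatic degradation and chaperone genes were not run, as the files do not name their members, and neither were the median and the brightest of several probes.

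The dim vanillin channel limits these results. The median of its signal minus background was under the offset of 50 on 3 of 4 arrays, between 39.2 and 65.6 in all, and the fold changes of dim probes are understated.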

Differences from the paper's values

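The paper gives 261 up-regulated and 253 down-regulated genes, against 15 and 1 probes here. Both are counts, of genes in the paper and of probes here. Of the alternatives set before the data were examined, the count of higher probes came within 1.5 times of the paper's with Feature Extraction's log ratios (321), the authors' log2 table (314), the planned fit of 4 arrays as 4 replicates (292), the separate-channel fit (268), the methods' t-test on the channels (244) and an adjusted p under 0.05 (297), and with no other. The count of lower probes did so only with Feature Extraction's log ratios (329) and the authors' log2 table (322). The main fit with n = 3 was itself chosen after seeing the data. Chosen after seeing the values, the authors' log2 table over 4 arrays with the methods' t-test gave 369 higher, keeps vanA, the 1 listed gene that could be matched, so that it drops 0, and does not bring the lower count within 1.5 times of the paper's.

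For ncgl0942 the paper's log2 fold change on the array is about -1.6 in Fig 2, read by eye, against -0.62 here. Of the alternatives set before the data were examined, Feature Extraction's log ratios and the authors' log2 table, both -1.63, came within the larger error, and no other did. Both also brought it past the threshold. For ncgl2023 the paper's value is about -2.6 in Fig 2, read by eye, against -1.74 here. Feature Extraction's log ratios and the authors' log2 table, both -2.43, and median centering, -2.82, came within the larger error, and no other alternative did. It passed the threshold under these 3 and also with an offset of 10, without replicate 1, with array weights, with the separate-channel fit, with the channels as independent groups and with the planned fit of 4 arrays as 4 replicates. The errors in Fig 2 are the paper's standard deviations.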

Other observations

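The tests of replicates 3 and 4, of the channels and dye labels of replicate 1, and of the offset were chosen only after the result was seen. Before the test of neighbors, 1 run of adjacent falling probes had been noticed.

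Replicates 3 and 4 were far more alike than any other pair. Of 1065 probes with 11 spots, 0.0939% differed between them beyond the spread of the spots, against at least 69.4% in every other pair, which argues against separate cultures that vary as the other replicates do. In each channel taken alone, 0% of the probes differed between these 2 arrays. A candidate explanation is that 1 pair of RNA samples was hybridized on both. Whether 1 culture was split or 1 extract was used again is open. The labels give them separate replicate numbers.

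Replicate 1 stood apart from the other replicates. Its log ratios correlated with theirs at 0.647 or more across probes, which argues against exchanged dye labels. In the vanillin channel, its distance from replicate 3 was 1.02 times that of replicate 2 from replicate 3, so the vanillin channel does not set it apart. In the glucose channel the same quotient was 5.35. The spots of a probe spread 0.877 times as much on array 1 as on the most variable other array, which argues against uneven hybridization of that array. The Agilent spike-in controls, which are added to the RNA, had a mean log2 ratio of vanillin to glucose, by Feature Extraction, of 2.18 on array 1 and of 0.25, 0.59 and 0.56 on the others, and Feature Extraction marked the slope of the spike-ins as out of range on array 1 alone (0.831). Whether the glucose culture of replicate 1, its RNA or its labeling differed stays open and was not tested. The glucose channels of replicates 2 and 3 were the most alike after those of replicates 3 and 4, with an SD between probes of 0.22 against 0.54 in the vanillin channel.

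The number of calls rose from 16 to 229 when the offset was lowered from 50 to 10. The slope of the ratios with the offset of 50 on Feature Extraction's ratios was 0.290 times as steep in the 910 dimmest probes as in the 910 brightest, which is consistent with the offset shrinking the ratios of dim probes.

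For the calls themselves, all 16 were still made after the trend of each replicate with the GC content of the probe was taken out, so GC content does not explain them. The correction did move the total number of calls, from 16 to 32. Turning the sign of replicates gave as many calls in 1 of 4 sets of signs, the real one, and 0 calls in each of the other 3. With 4 sets this test alone cannot exclude chance, whatever it shows. An effect of the dye on single probes cannot be told apart from the carbon source, because 0 arrays had the dyes exchanged.

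Adjacent genes on the same strand can share a transcript. As a hypothesis, neighbors on one strand would then change more alike than neighbors on opposite strands. Among 1374 pairs of adjacent probes on the same strand the median difference in log2 fold change was 0.48, and among 694 pairs on opposite strands it was 0.65, larger by 0.177 (2-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The Pearson r across pairs was 0.44 and 0.12. Genes are not independent replicates. The result is in line with shared transcription of neighboring genes. The distance between neighbors, which can differ between the 2 kinds of pair, was not matched.

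Of the 60-base sequences, 492 are held by more than 1 probe of the array under different names, and 468 by exactly 2 of the probes tested. Within these 468 pairs the log2 fold changes differed with an SD of 0.081, none by more than 1, against a median SD between replicates of 0.29.

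The files name 9 probes as 16S rRNA, the gene the paper used as the qRT-PCR reference, and 8 as 23S rRNA, on 2 genome records. On the record with more such probes, the 5 probes of 16S rRNA had a median log2 ratio of vanillin to glucose of 2.08 in replicate 1, -0.28 in replicate 2 and -0.38 in the mean of replicates 3 and 4. The 4 probes of 23S rRNA on it had medians of 1.02, -0.77 and -1.10. None of these rRNA probes was called. The direction depends on the scaling. With Feature Extraction's log ratios the 16S median was 0.43 in replicate 1 and the 23S median -0.49, and with median centering the 16S median in the mean of replicates 3 and 4 was 0.60. In replicate 1 the 16S median was above 0, and in replicate 2 below 0, under all 7 scalings compared. These 7 are not all distinct, since Feature Extraction's log ratios and the authors' log2 table gave nearly the same medians. No biological explanation was tested.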
